A study of Drosophila melanogaster with 14 samples. Its data were reported in "Promoter-proximal pausing mediated by the exon junction complex regulates splicing" (2019).

How the data were processed

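Polyadenylated RNA was sequenced from 14 libraries of Drosophila S2R+ cells, a cultured cell line of embryonic origin, treated with double-stranded RNA (dsRNA). The labels put the libraries in 7 groups of 2 replicates, and these groups were used as given: control knockdown (KD), Mago KD, Y14 KD, eIF4AIII KD, RnpS1 KD, Cdk9 KD and a combined Cdk9-Mago knockdown (DKD). Mago, Y14 and eIF4AIII form the core of the exon junction complex that assembles in the nucleus (pre-EJC), RnpS1 is an accessory subunit, and Cdk9 is the kinase of P-TEFb. The Y14 protein is encoded by tsu. Per the labels, cells of all groups were harvested on day 7 after 3 dsRNA treatments, with 6 h of serum starvation. The study's methods instead give fewer treatments and an earlier harvest for pre-EJC components other than Mago, and which schedule the Y14 KD and eIF4AIII KD libraries followed could not be settled.

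The deposited values are raw counts of reads per gene, with 1 table per library and replicates not pooled. According to the study's methods, the authors aligned paired-end reads of stranded libraries with STAR to the BDGP6 genome with an Ensembl annotation and counted them with htseq-count; the counting mode and the strand option are not stated. The tables also give the reads left unassigned. Each table holds 17559 FlyBase gene IDs, of which 14271 had a count in at least 1 library. Gene symbols, positions and intron sizes came from Ensembl release 115 of the same genome build. That annotation holds 17253 of the IDs (98.3%), and the IDs it lacks took at most 4.76% of the gene counts of a library. Symbols are those of that release, except that older symbols are used for eIF4AIII, Nelf-B and Spt4.

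Gene counts per library ranged from 8072908 to 21410384. At a floor of 3 counts, the lowest level that a library could show ranged from 0.14 to 0.372 CPM (gene counts scaled to a common library total). Floors of this kind cover counting error only, and neither differences between cultures nor duplicate reads.

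Differential expression was tested with the DESeq2 Wald test on the deposited counts (DESeq2 1.42.0 in R 4.3.3), with all 14 libraries in a single fit on group, default size factors, independent filtering at 0.01 and no shrinkage of fold changes. A gene was called at a Benjamini-Hochberg (BH) adjusted p under 0.01 with a fold change of at least 1.3 in either direction, the tool and thresholds that the study states. Each single knockdown and the DKD were compared with control KD, and the DKD was also compared with Mago KD and with Cdk9 KD. The interaction term tested whether the effect of Mago depletion (Mago KD against control KD) differed from its effect in cells depleted of Cdk9 (DKD against Cdk9 KD). Normalized counts are counts divided by the DESeq2 size factor of the library, and every adjusted p of a single gene comes from DESeq2 with BH adjustment unless another tool is named.

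Genes were classed by their largest annotated intron: none, up to 0.5 kb, 0.5 to 2 kb, 2 to 10 kb, and above 10 kb. Expressed genes were those above 1 RPKM in the mean of the control KD libraries, with RPKM computed here from the counts and the exonic length; there were 7280. The long-intron shift of a comparison is the median log2 fold change of expressed genes with an intron above 10 kb (547 genes) minus that of genes whose largest intron is at most 0.5 kb (3674 genes). It was tested with camera on voom values (limma 3.58.1), with the correlation between genes estimated from the residuals, BH adjustment over the 7 comparisons and a threshold of 0.05. Camera works on voom values and the shift on DESeq2 fold changes, so the p and the shift do not come from the same numbers. The shift adjusted for expression and exonic length is instead the coefficient of the long class in a linear regression, a difference of means and not of medians. Its camera p comes from voom values from which expression and length had been regressed out. For single libraries, the long-intron index is the same difference between the classes in median log2(CPM + 0.5), tested with an exact two-sided permutation test. Correlations of fold changes were computed across expressed genes and carry no p, since genes are not independent replicates.

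The genes named in the text follow a rule: the targeted genes, 18 genes fixed by name (pausing and elongation factors, partners of the EJC, and genes that the study used as examples), and the 3 largest increases and 3 largest decreases of each comparison with control KD and of the interaction, among called genes with a mean of at least 100 normalized counts in the groups compared and with replicates that did not overlap between groups. For the interaction, the condition on replicates did not apply. The report gives in full only a part of them.

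The groups, tests, naming rule and alternatives were fixed before the data were examined. The alternatives were the quasi-likelihood test of edgeR 4.0.16 with TMM scaling, DESeq2 with TMM size factors, 2 filters on low counts (at least 10 counts in at least 2 libraries, or in every library), the replicate number as a block, only the compared groups in the fit, an adjusted p under 0.05 with no fold-change threshold, other intron classes and expression filters, adjustment of the shift for expression and exonic length, split controls, Spearman's rho, and leaving out each replicate in turn. Thinned counts, the correlation without the mago gene, correlations with a replicate left out, the index test with groups as units, genes for the retained share chosen with 1 control library, and camera tests of the interaction and of each pre-EJC knockdown against RnpS1 KD (BH over these 4 tests) were added after seeing the data. The tests were also run on simulated counts with 200 changed genes: DESeq2 recovered 99% of them with no false call, edgeR recovered 100% with 0.5% false calls, and camera gave a p under 0.05 in 1 of 40 simulations with no shift. The changed genes had no low counts and changed by at least 1 on the log2 scale, so recovery near the fold-change threshold was not tested. Genes were simulated independently, so the camera simulations do not test how it handles correlation between genes.

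Adjustment for exonic GC content was not run, since no genome sequence was used here. Exon inclusion and skipping cannot be measured from counts per gene, and the study's chromatin, nascent RNA and other assays are not analysed here. With 2 libraries per group, no other splits of the libraries were tested for the gene counts, and no rule for single outlying libraries was applied.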

Results

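RNA abundance was measured per gene in 14 libraries of S2R+ cells, with 2 libraries for each of the 7 groups. The 10 libraries not treated against Cdk9 held 14217723 to 21410384 gene counts, and the 4 Cdk9-depleted libraries (Cdk9 KD and DKD) held 8072908 to 9669040. Replicates of a group correlated at 0.997 to 0.999 across genes on the log2 scale (genes are not independent replicates), and their median difference was 0.041 to 0.063 log2 units. The spread between replicates exceeded counting error in all 7 groups, with ratios of chi-square to degrees of freedom from 1.13 to 1.78. The first principal component of the 1000 most variable genes held 82.4% of the variance and the next held 9.3%. Every Cdk9-depleted library differed from the others in the reads that were not assigned to genes, with 29.08% to 30.08% of reads aligned to more than 1 place against 15.42% to 20.11% elsewhere. The labels give no sequencing date, and depth and this share separate the same 4 libraries, so from the counts alone a batch and Cdk9 depletion cannot be told apart in any comparison across these sets of libraries. The study states that control and knockdowns were handled together as a cohort, which would leave no batch between them and which the counts cannot check.

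The targeted transcripts were examined first, as a check of the labels. Values are mean normalized counts ± SD with n = 2 libraries per group. None of the targeted transcripts was lower in its own knockdown. The mago gene (FBgn0002736, 2R, 21128577 to 21129737 in BDGP6) had 1101 ± 0.4 normalized counts in control KD, 19602 ± 169.9 in Mago KD and 89771 ± 63.4 in the DKD, which are log2 fold changes of 4.15 and 6.35. For Cdk9 (FBgn0019949, 2R, 22636063 to 22637727), 468.9 ± 1.3 normalized counts in control KD became 4127 ± 217 in Cdk9 KD and 2068 ± 74.4 in the DKD, with log2 fold changes of 3.14 and 2.14. The eIF4AIII gene (FBgn0037573, 3R, 8313208 to 8314864) rose from 1786 ± 13.6 to 3194 ± 15.9 in its own knockdown, by 0.84 on the log2 scale (adjusted p 4.14e-65). RnpS1 (FBgn0037707, 3R, 9552034 to 9553747) rose from 1116 ± 17.4 to 2309 ± 9.8, by 1.05 on the log2 scale (adjusted p 2.11e-64). The Y14 gene tsu (FBgn0033378, 2R, 9110799 to 9111578) changed from 1454 ± 70.4 to 1654 ± 45.2 in Y14 KD, a log2 fold change of 0.19 (adjusted p 0.00173) that is below the fold-change threshold. The alternative that moved these values most was edgeR, which gave 3.05 for Cdk9 in Cdk9 KD. With the replicate block, the log2 fold changes were 4.15 for mago in Mago KD, 0.19 for tsu, 0.84 for eIF4AIII, 1.05 for RnpS1 and 3.14 for Cdk9; the pairing is taken from the labels, and the deviations of libraries with the same replicate number correlated at -0.045 to 0.027 across genes in the 8 comparisons.

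Genes that overlap a targeted gene on the opposite strand also rose in 2 knockdowns. Mys45A (FBgn0033379, 2R, 9111505 to 9113951) shares 74 bp with tsu and rose from 1813 ± 98.8 to 129879 ± 6348 normalized counts in Y14 KD, a log2 fold change of 6.16 and the largest increase of that comparison. CG9386 (FBgn0037708, 3R, 9553696 to 9555408) shares 52 bp with RnpS1 and rose from 208.7 ± 0.5 to 728.7 ± 7.6 in RnpS1 KD, a log2 fold change of 1.80 (adjusted p 3.03e-48). Magi, which shares 275 bp with mago, changed by -0.23 in Mago KD (adjusted p 3.98e-07), and Coq2, which shares 81 bp with eIF4AIII, changed by -0.09 in eIF4AIII KD (adjusted p 0.644). Taking the larger change of a targeted gene and the gene that overlaps it, each of the 5 loci rose most in its own knockdown, although tsu by itself rose more in Mago KD (0.30 on the log2 scale) than in Y14 KD. The counts at these loci give no measure of depletion.

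**Figure D1:**
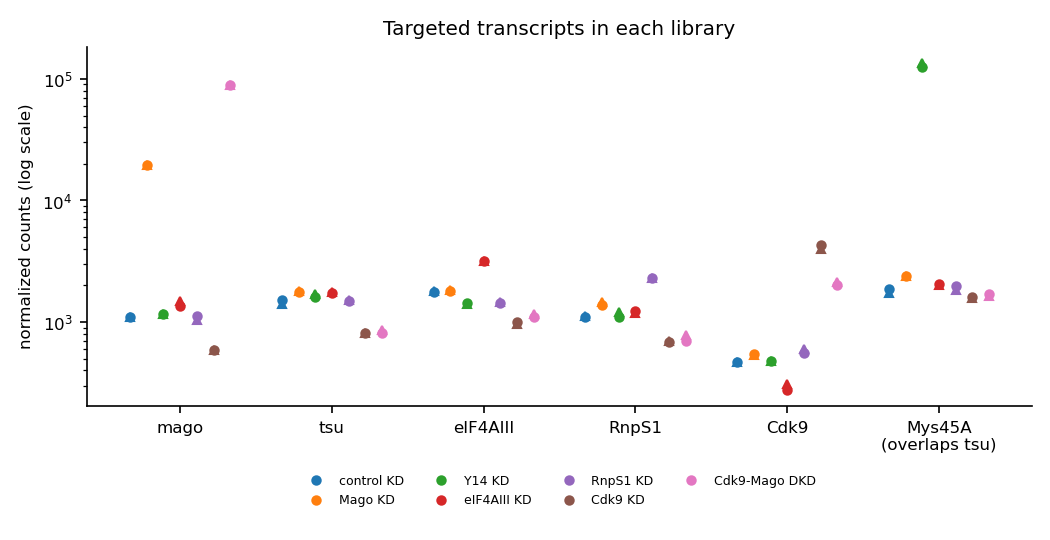
Normalized counts (log scale) of the 5 targeted genes in each library of the 7 groups, with circles for replicate 1 and triangles for replicate 2. In both Mago KD and the DKD, mago lies above its control level of 1101 normalized counts, and no targeted gene lies below control in its own knockdown.

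The next comparisons addressed how widely each depletion changes steady-state RNA. The labels and the study's methods differ on the day of harvest for Y14 KD and eIF4AIII KD, so a difference in schedule from control KD cannot be told apart from the depletion in these groups. Mago KD changed 1825 of 8737 tested genes (813 up, 1012 down). Y14 KD changed 2492 of 9014 (1277 up, 1215 down) and eIF4AIII KD changed 3143 of 9567 (1419 up, 1724 down). RnpS1 KD changed 224 of 8461 (118 up, 106 down). The threshold moved these counts most, since 1250 genes passed in RnpS1 KD at an adjusted p under 0.05 with no fold-change threshold, and 4175 passed in Mago KD. With the replicate block, for which the pairing is taken from the labels, the counts were 1826, 2485, 3142 and 222 in the same order, and the correlation of same-numbered libraries was 0.016, -0.018, -0.045 and 0.019.

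The decreases with the largest size recurred between comparisons. CG9521 (FBgn0030588, X, 14851005 to 14853269) had 4644 ± 50.6 normalized counts in control KD, 799.8 ± 9.2 in Mago KD, 336.9 ± 7.2 in Y14 KD, 83.1 ± 8.7 in eIF4AIII KD and 1215 ± 15 in RnpS1 KD. It gave the largest decrease in each of these 4 comparisons, with log2 fold changes of -2.54, -3.79, -5.81 and -1.93 (SE 0.062, 0.072, 0.119 and 0.059). The fok gene (FBgn0263773, 2L, 20079270 to 20085070) was among the 3 largest decreases in the same 4 comparisons, with log2 fold changes of -2.40, -3.10, -5.16 and -1.56. CG12947 (FBgn0037753, 3R, 9780064 to 9783054) was among the 3 largest increases in Mago KD, eIF4AIII KD and RnpS1 KD, with log2 fold changes of 2.38, 2.91 and 1.88. These comparisons share the control libraries. Across all 6 comparisons with control KD, 44 genes were called down in every one and 24 were called up in every one.

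The overlap between knockdowns was used to ask how alike their effects are. The same direction was called in Mago KD, Y14 KD and eIF4AIII KD for 776 genes (365 up, 411 down), and 30 genes were called in all 3 with opposite directions. If calls were independent, 46.9 genes would share a direction, but the comparisons share their control libraries, which raises the overlap. With the replicate block, where the pairing is taken from the labels, 774 genes were shared, and same-numbered libraries correlated at 0.016 in the Mago comparison. Of the 224 genes called in RnpS1 KD, 183 (81.7%) were called in the same direction in at least 1 pre-EJC knockdown. Across the 7280 expressed genes, which are not independent replicates, log2 fold changes correlated at 0.66 between Mago KD and Y14 KD, 0.59 between Mago KD and eIF4AIII KD, and 0.51 between Y14 KD and eIF4AIII KD. The correlations with RnpS1 KD were 0.49 for Mago KD, 0.42 for Y14 KD and 0.25 for eIF4AIII KD. Giving each comparison its own control library lowered all 6 correlations and moved Mago KD with RnpS1 KD most, to 0.36.

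The study examined whether pausing factors change when the pre-EJC is depleted. Of 11 such genes (CycT, Cdk12, Spt4, Spt5, Nelf-A, Nelf-B, TH1, Nelf-E, Trl, MED26 and Tbp), none was called in Mago KD or in RnpS1 KD, where log2 fold changes ranged from -0.30 to 0.32 and from -0.21 to 0.19. By the adjusted p under 0.01 alone, 6 of the 11 passed in Mago KD and 2 in RnpS1 KD, and the fold-change threshold kept them from being called. DESeq2 called only MED26 in Y14 KD, with a log2 fold change of 0.64 (SE 0.043), whereas edgeR also called Nelf-E (0.40, adjusted p 6.06e-11) and Tbp (0.41, adjusted p 2.00e-12), at 0.37 each with DESeq2. In eIF4AIII KD, CycT fell by 0.84 (SE 0.043), Nelf-A fell by 0.62 (SE 0.048) and Trl rose by 0.67 (SE 0.085), all on the log2 scale. Cdk9 itself fell by 0.68 on the log2 scale in eIF4AIII KD (SE 0.088, adjusted p 8.22e-14). Its change was 0.20 in Mago KD (adjusted p 0.021), 0.03 in Y14 KD (adjusted p 0.779) and 0.295 in RnpS1 KD (adjusted p 0.00176). The changes of Cdk9 in Mago KD, Y14 KD and RnpS1 KD are below the fold-change threshold, whereas its fall in eIF4AIII KD was called.

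Intron size was examined because the study relates the pre-EJC to genes with large introns. In Mago KD the median log2 fold change was 0.20 for the 864 expressed genes without introns, 0.08 up to 0.5 kb, -0.09 from 0.5 to 2 kb (1171 genes), -0.23 from 2 to 10 kb (1024 genes) and -0.34 above 10 kb. Among genes with an intron above 10 kb, 45.5% were called down and 2.56% were called up in Mago KD, against 5.39% and 11.1% of genes with introns of at most 0.5 kb. The long-intron shift was -0.42 in Mago KD (camera adjusted p 5.45e-05), -0.25 in Y14 KD (0.00318), -0.31 in eIF4AIII KD (0.00475) and -0.02 in RnpS1 KD (0.148). These values moved most when only genes called in the same comparison were used, to -0.91 in RnpS1 KD (adjusted p 0.093), -1.07 in Y14 KD, -1.03 in eIF4AIII KD and -1.07 in Mago KD, but a call changed only with adjustment for expression and exonic length: the eIF4AIII shift became -0.02 (adjusted p 0.909) and the RnpS1 shift became -0.08 (adjusted p 0.0218). Mago KD stayed at -0.40 (adjusted p 0.000288) and Y14 KD at -0.22 (adjusted p 0.0218). The adjusted shifts are regression coefficients and not differences of medians, so part of a change in size may come from the change of measure. With the replicate block the shifts were -0.42, -0.25, -0.31 and -0.02 (adjusted p 0.000118, 0.00429, 0.00577 and 0.157); the pairing is taken from the labels and same-numbered libraries correlated at -0.045 to 0.019 in these comparisons. Tested directly against RnpS1 KD, a comparison added after seeing the data, the shift was -0.42 for Mago KD (adjusted p 2.18e-05), -0.23 for Y14 KD (0.00196) and -0.26 for eIF4AIII KD (0.00447). After adjustment for expression and length these p values were 0.000203, 0.0478 and 0.343.

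**Figure D2:**
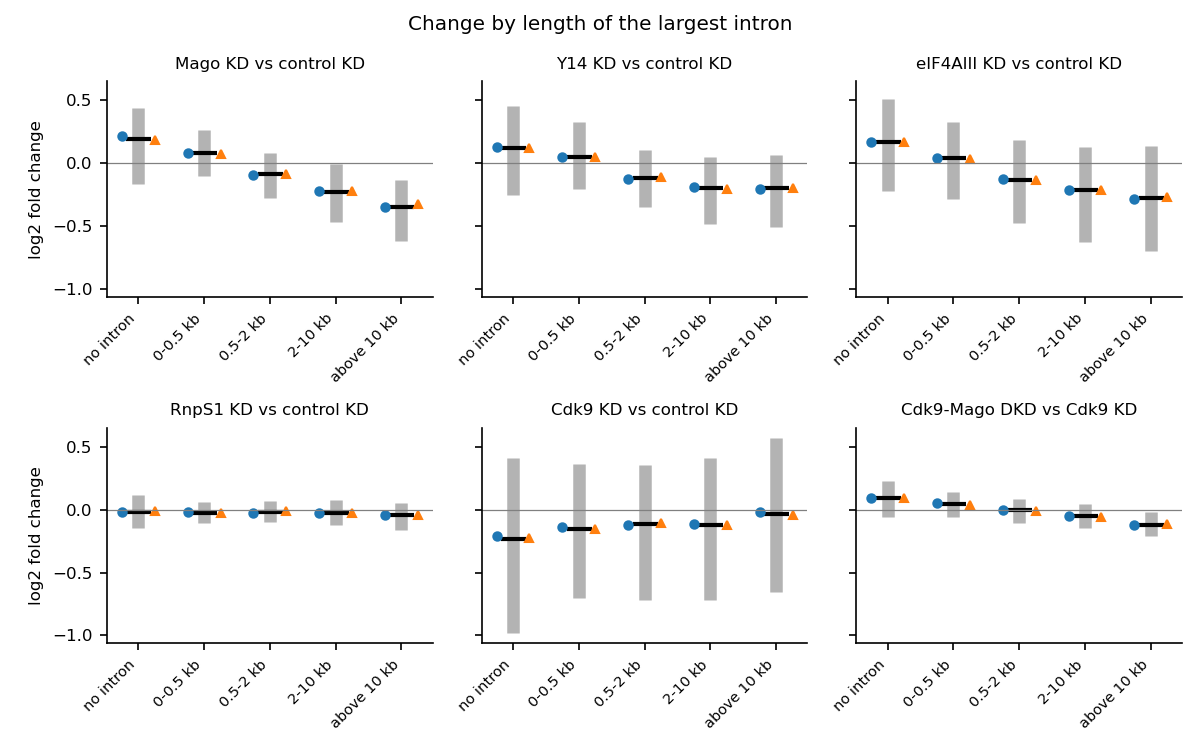
Log2 fold change by class of the largest intron (kb) in each comparison, over expressed genes. Black lines are medians, grey bars span the interquartile range over genes, and circles and triangles are the medians of replicates 1 and 2. In Mago KD the median runs from 0.20 for genes without introns to -0.34 above 10 kb, and in RnpS1 KD from -0.02 to -0.04.

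The long-intron index gives the same contrast for each library on its own. It was 0.906 ± 0.0683 in the 6 pre-EJC knockdown libraries and 1.32 ± 0.0179 in the 4 libraries of control KD and RnpS1 KD (SD, n = 6 and n = 4), a difference of -0.413 with an exact two-sided permutation p of 0.00476. That is the smallest p the 210 splits allow, and all 6 libraries were below all 4. The libraries are replicate pairs from 5 groups, and this p treats them as independent units. With the mean of each group as the unit, a test added after seeing the data, the exact permutation p was 0.1. That is the smallest that 10 splits allow, so no outcome could have given a lower p. The test therefore cannot decide whether the contrast holds at the level of groups. The difference moved most, to -0.335, when the long class began at 2 kb. Against the 2 control KD libraries alone, it was -0.427 (exact permutation p 0.0357, the smallest possible with 28 splits). None of the 10 libraries was treated against Cdk9, although Cdk9 RNA was lower in eIF4AIII KD (-0.68 on the log2 scale). The share of reads aligned to more than 1 place also separates them, at 18.78% to 20.11% in the pre-EJC knockdowns against 15.42% to 16.89% in the other 4, so a batch that followed this split could not be told apart from the groups. No replicate block was fitted for the index. In each of the 5 groups replicate 2 lay above replicate 1, for example 0.854 against 0.804 in Mago KD and 1.340 against 1.326 in control KD. In Cdk9 KD and the DKD, which are not part of this test, replicate 2 lay below replicate 1.

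**Figure D3:**
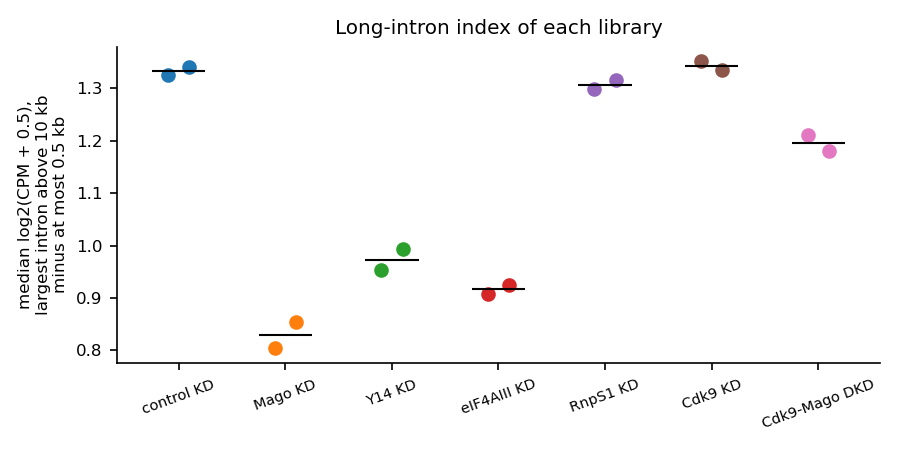
Long-intron index (log2 CPM units) of each of the 14 libraries by group, with replicate 1 on the left, replicate 2 on the right and a line at the group mean. The 6 libraries of Mago KD, Y14 KD and eIF4AIII KD lie between 0.804 and 0.994, and the 4 libraries of control KD and RnpS1 KD between 1.297 and 1.34.

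Cdk9 depletion was combined with Mago depletion to ask whether the effect of Mago depends on release of Pol II. Cdk9 KD changed 4911 of 10674 tested genes (2336 up, 2575 down) and the DKD changed 4823 of 10397 (2332 up, 2491 down), both against control KD. Against Mago KD, the DKD changed 5013 genes (2445 up, 2568 down). In these 3 comparisons a batch cannot be told apart from Cdk9 depletion. Within the Cdk9-depleted libraries, the DKD differed from Cdk9 KD in 79 of 6247 tested genes (42 up, 37 down), and within the other libraries Mago KD differed from control KD in 1825. The count of 79 moved most with the threshold, to 1123 at an adjusted p under 0.05 with no fold-change threshold. With the replicate block the counts were 4906, 4810, 5013 and 73, the pairing being taken from the labels, with correlations of same-numbered libraries of 0.003, 0.019, 0.027 and -0.004.

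The interaction term called 1014 of 8184 genes (685 up, 329 down), and the effect of Mago depletion was smaller in size with Cdk9 depleted in 973 of them. In 480 of the 1014, the effect with Cdk9 depleted had the opposite sign. The genes were selected for a difference between the effects, which favours opposite signs, and only 79 genes were called in the DKD against Cdk9 KD. The signs alone thus do not show a reversal. A batch that changes all Cdk9-depleted libraries alike cancels in the interaction term. The replicate block gave 1008, with the pairing taken from the labels and a correlation of same-numbered libraries of -0.004 in the comparison of the DKD with Cdk9 KD. At an adjusted p under 0.05 with no fold-change threshold, 2304 genes passed. With the counts of Mago KD and control KD thinned to the depth of the Cdk9-depleted libraries, 876 passed (an alternative chosen after seeing the data). Of the 1825 genes called in Mago KD, 46 (2.5%) were called in the same direction between the DKD and Cdk9 KD, where 79 calls allow at most 4.3%. These 46 are 58.2% of the 79. Across the 7280 expressed genes, which are not independent replicates, the effects of Mago depletion without and with Cdk9 depletion correlated at 0.20, and at 0.33 among genes with at least 10 counts in every library. Over the 627 genes called down in both Y14 KD and eIF4AIII KD, the median log2 fold change was -0.58 in Mago KD against control KD and -0.04 in the DKD against Cdk9 KD, so that 6.33% was retained. This share does not measure a return to control levels. Against control KD, the 602 expressed genes among them had a median of -0.43 in Cdk9 KD and -0.464 in the DKD. For the other expressed genes these medians were -0.111 and -0.095. A batch cannot be told apart from Cdk9 depletion there. The 627 genes were chosen against the control libraries that also enter the Mago effect and these medians. With genes chosen by 1 control library and measured against the other (added after seeing the data), 5.97% and 6.45% of the Mago effect were retained. For the 620 genes called up in both Y14 KD and eIF4AIII KD, which was the alternative that moved this share most, 21.5% was retained.

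**Figure D4:**
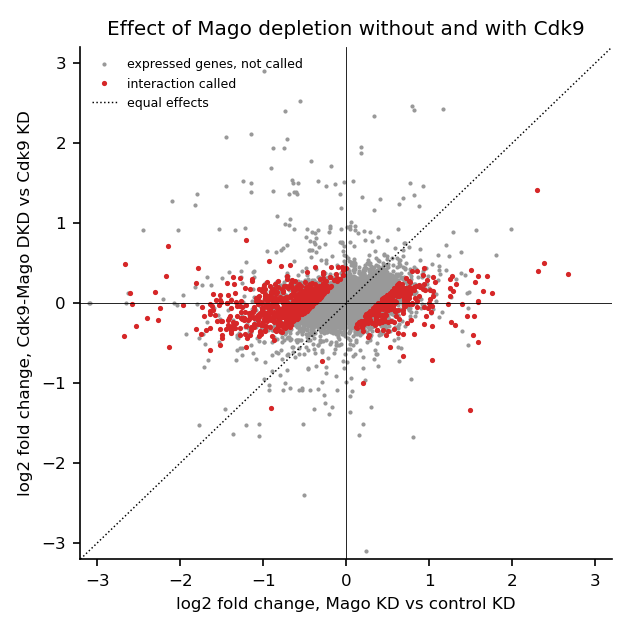
Log2 fold change of the DKD against Cdk9 KD (vertical axis) plotted against that of Mago KD against control KD (horizontal axis), with each point an expressed gene; 9 genes lie outside the plotted range of ±3.2. Pearson's r across genes is 0.20.

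The long-intron shift was 0.12 in Cdk9 KD (camera adjusted p 0.188) and -0.03 in the DKD (0.958), both against control KD, and -0.17 in the DKD against Cdk9 KD (6.00e-05). Within the Cdk9-depleted libraries, the shift thus kept the sign it had in Mago KD. The interaction of the shift, tested after seeing the data, was 0.26 (adjusted p 0.000193, and 0.000569 after adjustment for expression and length). Adjusting for expression and exonic length changed the first values most, to -0.23 in Cdk9 KD (adjusted p 0.236) and -0.34 in the DKD against control KD (adjusted p 0.0492). The adjusted values are regression coefficients, so the change of measure may add to these moves. Without the expression filter, the shift in Cdk9 KD was 0.25 (adjusted p 0.0314) and that in the DKD against control KD was 0.16 (adjusted p 0.29). With the replicate block, for which the pairing is taken from the labels, the shifts were 0.12, -0.02 and -0.17 (adjusted p 0.174, 0.97 and 0.000118), with correlations of same-numbered libraries of 0.003, 0.019 and -0.004.

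The 4 genes with large introns followed here, all of which the study examined, fell in Mago KD. The rl gene, which encodes MAPK (FBgn0003256, 2R, 1071462 to 1125927, largest intron 25.4 kb), had 2003 ± 61.3 normalized counts in control KD, 754.2 ± 3 in Mago KD, 3278 ± 9.4 in Cdk9 KD and 2666 ± 94.5 in the DKD. PMCA (FBgn0259214, 4, 328193 to 358917, largest intron 13.5 kb) had 6571 ± 87.2, 2842 ± 18.5, 15949 ± 168 and 13088 ± 468 in the same groups. The lt gene (FBgn0002566, 2L, 22924795 to 22943135, largest intron 11 kb) had 2941 ± 22.3, 1522 ± 13.9, 6223 ± 49.6 and 6015 ± 144. Dbp80 (FBgn0024804, 3L, 27279316 to 27422159, largest intron 43.8 kb) had 902.7 ± 68, 302.6 ± 15.8, 892.8 ± 45.2 and 803.4 ± 50. The log2 fold changes in Mago KD were -1.41 for rl, -1.21 for PMCA, -0.95 for lt and -1.57 for Dbp80 (SE 0.06, 0.033, 0.042 and 0.091). In the DKD against Cdk9 KD they were -0.30 for rl (adjusted p 3.40e-06), -0.29 for PMCA (5.04e-19), -0.05 for lt (0.442) and -0.16 for Dbp80 (0.28), and none passed the fold-change threshold. The interaction was called for all 4, at 1.11, 0.92, 0.90 and 1.42 (SE 0.083, 0.045, 0.057 and 0.13). The change of rl in the DKD against control KD was 0.41 and was below the fold-change threshold with edgeR. In eIF4AIII KD all 4 were called down, by 1.17, 1.16, 0.50 and 0.86 on the log2 scale for rl, PMCA, lt and Dbp80. In Y14 KD, rl (-0.88), PMCA (-0.47) and Dbp80 (-0.52) were called down, while lt changed by -0.03 (adjusted p 0.601), and edgeR gave 0.01. In RnpS1 KD, rl was called down (-0.41, adjusted p 7.05e-12). PMCA (-0.32, adjusted p 1.73e-22) and Dbp80 (-0.35, adjusted p 0.000407) passed the adjusted p but fell by less than the fold-change threshold. The change of lt (-0.12, adjusted p 0.0161) passed neither threshold. Thus rl, PMCA and Dbp80 were lower there too, although the long-intron shift in RnpS1 KD was -0.02. In Cdk9 KD, Dbp80 changed by -0.01 (adjusted p 0.91), with a sign that depended on the replicates used. The piwi gene, with 13.8 ± 2.4 normalized counts in control KD, was too low to be compared at this depth.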

Values the study reported

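For its RNA-seq comparisons, the study used DESeq2 and kept genes past a 1% FDR whose expression changed at least 1.3-fold. From its chromatin data, it reported 816 genes bound by pre-EJC components.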

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

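The fit with TMM size factors was among the alternatives fixed before the data were examined. The fits without the most abundant genes and the camera test on thinned counts were stated before their results were known. The other tests in this part were chosen after the result was seen.

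The effect of Mago depletion differed between cells with and without Cdk9 depletion by a test of the difference itself. The interaction term called 1014 genes, and 973 of them had a smaller effect with Cdk9 depleted. The sign was opposite in 480 of the 1014, which selection for a difference favours, so the signs alone do not show a reversal. Lower depth in the Cdk9-depleted libraries was tested by thinning the counts of Mago KD and control KD, which left 876 genes. How many would remain if depth were the cause was not computed. Scaling was tested with TMM size factors, which left 996 genes. A few genes taking many counts were tested by removing the 10 most abundant genes of each library (18 genes in all), which left 1006. A library batch was examined through the share of reads aligned to more than 1 place: the lowest Cdk9-depleted library lay 8.97 percentage points above the highest of the others, and no group lies on both sides of that gap, so the counts cannot tell a batch from Cdk9 depletion. A batch that changes all Cdk9-depleted libraries alike cancels in the interaction, and only a batch that alters the size of the Mago effect would remain. The study states that control and knockdowns were handled together as a cohort, which speaks against a batch. Less complete depletion of Mago in the DKD was examined through the mago counts, which were 4.58 times those of Mago KD; since these counts rise with the treatment they cannot measure depletion, and this explanation remains open too. The study measured depletion on its own by RT-qPCR and by Western blots for Mago and Cdk9, which are not analysed here. The smaller effect may therefore reflect a dependence of the Mago effect on Cdk9, a batch of that kind or a weaker depletion. Lower depth may add to it, to an extent that was not computed. These data cannot separate these explanations.

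The long-intron shift of Mago depletion also differed with Cdk9 depletion, by an interaction of 0.258. Expression level and exonic length were tested as its source by adjusting for both, and the adjusted p was 0.000569. Depth was tested with thinned counts, where the camera p was 0.000174. The gap of 8.97 percentage points does not test this, since both differences lie within a set of libraries and a batch that changes a set alike cancels; a batch that alters the size of the shift was not tested. GC content was not tested.

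Reads that aligned to more than 1 place take no part in the comparisons, and their share was above the control level in every knockdown library. It was 15.42% to 15.58% in control KD, 16.84% to 16.89% in RnpS1 KD, 18.78% to 20.11% in Mago, Y14 and eIF4AIII KD, and 29.08% to 30.08% in the Cdk9-depleted libraries. Depth was tested by comparing replicates, which differed by at most 0.53 percentage points, while the smallest distance of a knockdown library from control was 1.26. Gene counts differed between replicates by a factor of at most 1.26 and between the Cdk9-depleted libraries and the rest by at least 1.47, so this test cannot rule depth out for the Cdk9-depleted libraries. Among the libraries not treated against Cdk9, 6 knockdown libraries had gene counts between those of the control libraries, and the lowest share among them was 16.89%, above both controls, so depth does not account for the difference there. Because the gap of 8.97 percentage points between the Cdk9-depleted libraries and the rest has no group on both sides, a batch cannot be excluded as its source. The counts do not show which sequences these reads came from, and a biological source was not tested.

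Reads outside annotated genes made up 5.28% to 5.37% of uniquely placed reads in the Cdk9-depleted libraries and 3.54% to 3.94% in the other 10 libraries, with at most 3.57% in control KD. The gap was 1.34 percentage points, and again no group lies on both sides of it. This pattern cannot be told apart from a batch, and whether the reads come from introns, from sequence beyond gene ends or from elsewhere was not tested.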

How the results depend on the processing

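Of the alternatives in this part, the thinned counts, the correlation without mago, the index by group, the genes chosen with 1 control library and the correlations with a replicate left out were chosen after the result was seen.

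Of 69 alternative counts of genes, 59 were within 1.5 times the count reported. With an adjusted p under 0.05 and no fold-change threshold, the counts were 4175 in Mago KD, 4829 in Y14 KD, 5247 in eIF4AIII KD, 1250 in RnpS1 KD, 1123 for the DKD against Cdk9 KD, 2304 for the interaction and 2019 for genes shared by the 3 pre-EJC knockdowns. With edgeR, 382 genes passed in RnpS1 KD (224 reported) and 147 for the DKD against Cdk9 KD (79 reported), where only the compared groups in the fit gave 52. Thinned counts gave 1617 genes in Mago KD and 876 for the interaction. The balance of up and down calls also moved. The interaction gave 753 up and 605 down with edgeR (685 and 329 reported). Mago KD gave 1166 up and 1088 down with edgeR, and 966 up and 928 down with TMM size factors (813 and 1012 reported). The cause was not tested.

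Under all 8 alternatives, the long-intron shift of Mago KD, Y14 KD and the DKD against Cdk9 KD kept its sign and its call. In that order it ranged from -1.07 to -0.342, from -1.07 to -0.18 and from -0.883 to -0.116. The lower ends come from the genes called in the same comparison. These are chosen by the change itself and are no independent check. Under the other alternatives the lower ends were -0.425, -0.252 and -0.166. The shift of RnpS1 KD ranged from -0.905, over its called genes, to -0.0056. Adjusted for expression and exonic length, the shift was -0.0243 in eIF4AIII KD and no longer passed, -0.0766 in RnpS1 KD and now passed, -0.228 in Cdk9 KD with its sign reversed, and -0.345 in the DKD against control KD, which now passed. The adjusted shift is a regression coefficient and not a difference of medians, so its size is not directly comparable with the others. Without the expression filter, Cdk9 KD gave 0.248 and now passed, and the DKD against control KD reversed to 0.158; with at least 10 counts in every library it reversed to 0.0217. The cause was not tested. The shift in the DKD against control KD therefore has no stable sign. With the correlation between genes fixed at 0.01, the camera p values of the 4 shifts that passed were smaller by several orders of magnitude, and no shift changed its side of the threshold. The estimated correlations of these shifts were already 0.013 to 0.0136, so the value of the correlation changed little. What made the p values smaller was not tested.

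All correlations of fold changes kept their sign, and the cause of the following changes was not tested. For Mago with Y14, Mago with eIF4AIII, Y14 with eIF4AIII, Mago with RnpS1, Y14 with RnpS1 and eIF4AIII with RnpS1, in that order, split controls gave 0.601, 0.548, 0.472, 0.356, 0.306 and 0.166. Spearman's rho was 0.648, 0.602, 0.486, 0.38, 0.388 and 0.162. With at least 10 counts in every library, the last 5 were 0.612, 0.506, 0.476, 0.432 and 0.27. Leaving out a replicate gave ranges of 0.644 to 0.683, 0.573 to 0.616, 0.495 to 0.534, 0.437 to 0.551, 0.377 to 0.467 and 0.216 to 0.31. The correlation of the Mago effect without and with Cdk9 depletion was 0.334 with at least 10 counts in every library, 0.328 as Spearman's rho, 0.181 without mago, and 0.15 to 0.221 with a replicate left out. The share of the Mago effect retained was 21.5% over genes called up, 14.9% over genes called down in Mago KD itself, 5.81% with edgeR, 6.21% with genes chosen by 1 control library and measured against the other, and 6.22% to 7.54% with a replicate left out.

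With a replicate left out, an arm holds a single library, so values are given without a p, and neither gene counts nor the shared genes were recomputed. The log2 fold change of mago in the DKD ranged from 6.343 to 6.351, a change larger than its spread between replicates; the other targeted transcripts stayed within theirs. The index stayed between -0.431 and -0.393. With the mean of each group as the unit it was -0.413 (exact permutation p 0.1). That is the smallest p possible, so the test by group could not pass and decides nothing.

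Among single genes, lt in Y14 KD reversed to 0.0068 with edgeR, and Dbp80 in Cdk9 KD ranged from -0.0945 to 0.0577 with a replicate left out and was above 0 in 2 of the 4 fits, 0.0577 and 0.0409; all are near 0. Calls were lost for Tbp in Cdk9 KD with edgeR, for Nelf-B in the DKD with only the compared groups in the fit, and for rl in the DKD against control KD under both. A further 20 values moved, of which most are counts of genes up or down. The cause was not tested. The set of single genes followed here was narrowed after a first look at the outcome, from 1785 comparisons to the 737 that concern called genes or the example genes, and a lost or gained call then came to require the fold change as well as the adjusted p. Before this, 38 comparisons were reversed, 9 lost and 16 gained significance, and 8 moved; by calls, 5 of the 1785 lost and 5 gained one. Afterwards 3 were reversed, 4 lost a call and 3 moved; gains are largely excluded by the selection of called genes, and 2 gained significance by the adjusted p alone. Of 98 pairs of a listed gene and a comparison that were not called, edgeR called 4 and the replicate block called none.

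Depth limits the genes with few counts, such as piwi, and the Cdk9-depleted libraries most.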

Other observations

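The fits with edgeR, TMM scaling, the replicate block and only the compared groups were among the alternatives fixed before the data were examined. Both tests of the genes lowered in Y14 KD and eIF4AIII KD were stated before their results were known. The other tests in this part were chosen after the result was seen.

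Every targeted transcript was higher in its own knockdown, with the log2 fold changes given in the report. Scaling was tested with TMM, where the smallest log2 fold change of a targeted transcript was 0.224, so all still rose. Mislabelled samples were tested by asking which knockdown raised each targeted locus most: it was the knockdown that names the gene at all 5 loci. For tsu this rests on Mys45A. The tsu gene itself rose by 0.30 on the log2 scale in Mago KD and 0.27 in eIF4AIII KD, above 0.19 in Y14 KD. By the counts of the targeted genes alone it was 4 of 5. The log2 fold change of mago was 4.15 in Mago KD and at most 0.375 in the other single knockdowns. For Cdk9 it was 3.14 against at most 0.295, for RnpS1 1.05 against 0.36, and for eIF4AIII 0.84 against 0.016. These values argue against a mislabelling of these 4 knockdowns. For Y14 KD, Mys45A (6.16 against at most 0.397) and tsu point different ways, so the test does not settle that label. Reads from the transfected dsRNA are a candidate explanation. The test asked whether the largest increase of each single knockdown lies at its targeted locus, which held in 2 of the 5 (mago in Mago KD and Mys45A in Y14 KD), so the test separates neither outcome. The dsRNA sequences were not used here, and the rise cannot be told apart from dsRNA-derived reads.

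CG9521, fok and CG34330 were among the largest decreases in several knockdowns, 44 genes were called down in all 6 comparisons with control KD, and 24 were called up in all 6. An excess in the control libraries alone was tested, since every comparison shares them: the levels of these genes would then be equal in the 6 knockdown groups. The smallest range over the knockdown groups was 3.59 log2 units, against at most 0.52 between replicates of a knockdown group, so the control libraries alone do not account for these 3 genes. The other shared genes were not tested. The 3 genes were picked for their size of change, and whether part of the decrease comes from the control libraries cannot be told. A biological explanation was not tested.

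A hypothesis was that genes lowered when Y14 and eIF4AIII are depleted are raised when Cdk9 is depleted. It was not borne out. The 602 expressed genes called down in both had a median log2 fold change of -0.43 in Cdk9 KD, against -0.11 for the other expressed genes, and the limma camera p was 0.00142 in the direction opposite to the hypothesis. Shared control libraries push both comparisons the same way, so the lower median is not evidence for a common effect. Scaling was tested as well, with the statement that a median not above 0 under TMM would point to scaling; the median was -0.519 (camera p 0.0713). That outcome had been stated as the mark of scaling, but the median was below 0 under both scalings, so there was no rise for scaling to explain.

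The study states that depleting pre-EJC components left the expression of pausing and elongation factors unaffected, including Cdk9, NELF subunits, GAGA (Trl) and Med26. Besides RNA-seq counts, it cites RT-qPCR of transcripts in Mago KD and a Western blot of Cdk9 protein in Mago KD, which are not analysed here. With the thresholds used here, none of the 11 factors listed in the report was called in Mago KD, although 6 had an adjusted p under 0.01 and missed only the fold-change threshold. In eIF4AIII KD, DESeq2 called 3 of the 11 and also Cdk9, with log2 fold changes of -0.84 for CycT, -0.62 for Nelf-A, 0.67 for Trl and -0.68 for Cdk9. In Y14 KD it called MED26, with a log2 fold change of 0.64, and edgeR also called Nelf-E at 0.40 and Tbp at 0.41. The DESeq2 calls were kept with edgeR, with the replicate block and with only the compared groups in the fit. In Y14 KD and eIF4AIII KD, a difference in schedule from control KD cannot be told apart from the depletion.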
